A study of Mus musculus with 143 samples.

How the data were processed

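The series holds 143 samples of mouse oocytes from control females and from females with a conditional knockout (cKO) of Dis3, of Exosc10 or of both genes (dcKO). DIS3 and EXOSC10 are the ribonucleases of the nuclear RNA exosome, the complex that degrades and trims RNA. Groups were taken from the sample titles. Single-oocyte poly(A) RNA sequencing covered 6 groups: fully grown oocytes arrested in prophase with an intact nucleus (germinal vesicle stage, GV), GV oocytes cultured for 3 h (GV3h) and ovulated metaphase II eggs (MII), each as control (8 libraries) and Dis3 cKO (15, 16 and 16 libraries). The title of 1 GV Dis3 cKO oocyte in the numbering is not represented, so that oocyte was not analysed here. Single-oocyte sequencing after removal of ribosomal RNA (RiboMinus) covered 6 groups of 8 libraries: adult GV control and Dis3 cKO, and oocytes of postnatal day 20 (p20) as control, Dis3 cKO, Exosc10 cKO and dcKO. CUT&Tag, which cuts and tags chromatin where an antibody is bound, was done on pooled oocytes with 3 libraries per group for the histone mark H3K27me3 (4 groups) and for RNA polymerase II (Pol II, 3 groups). The titles of the Pol II libraries name phosphorylated S2 and S5 forms in shorthand, and the labels do not describe the antibody further. An IgG control group of 3 samples was not analysed here.

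Per the labels' protocols, single oocytes for poly(A) sequencing were lysed, a diluted mix of synthetic ERCC RNAs was added to each lysate, RNA was captured on oligo-dT beads, and libraries were made by tagmentation. RiboMinus libraries were made with a kit that primes with random hexamers, per the labels. The deposited files hold whole-number read counts per gene, made by the authors with 1 column per library, and the aligner, the counter, the use of strand, the genome build and the annotation release are not stated. Counts of 55573 gene IDs in poly(A) libraries and 55487 in RiboMinus libraries were used as deposited. ERCC counts stand in the same files as the genes, and there were 0 other rows that name no gene. For CUT&Tag, reads were sampled at random to an equal number per library without removal of duplicates, per the series' design text. The deposited peak lists give, for each library separately, a chromosome, start, end, a total signal, a maximum signal and the place of the maximum, and the unit of the total signal used here is the authors' own signal, with the peak caller, its threshold and the genome build not stated. These lists have the column layout that SEACR writes. Because the build is not named, no coordinates are given, and each peak's total signal was used only to rank and filter peaks. In the alternatives with peaks above the median score and with a common floor, 1 value per mark (1602 and 118 for H3K27me3, 3610 and 3002 for Pol II) was applied to all lists, which takes the signal as comparable between lists.

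Gene symbols and biotypes were taken from a table of gene names and from the RefSeq genes of the mouse assembly GRCm38.p6. Of the gene IDs, 99.7% had a symbol in poly(A) files and 99.4% in RiboMinus files, and genes with a biotype held 96.3% and 98.5% of counts. Long noncoding RNA (lncRNA) here means genes typed lncRNA or antisense RNA. Of 43 named genes found in the RefSeq table, 22 overlap another gene there. Since the counting of overlapping and repeated sequence is not stated, counts of such genes, and of genes with near-identical copies (Hist1h3c, Hist1h4i, H2afj, Cdc34b, Serpinb1c, Atp5mpl), are uncertain to the extent that reads were shared.

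Gene counts per library ranged from 4843964 to 15412200 (median 9510350) in 71 poly(A) libraries and from 8492102 to 35429028 (median 18164000) in 48 RiboMinus libraries. ERCC counts ranged from 34158 to 585335 (median 88866) and from 7089 to 192786 (median 15617). Reads carry no molecular identifiers in the files, so any statement on counting error covers counting alone. No library was left out, and a minimum depth relative to the median of the assay removed none. All sample columns were used.

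Differential expression was tested on the counts with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood F test, TMM scaling, genes kept by filterByExpr, Benjamini-Hochberg adjustment, threshold 0.05). The 6 poly(A) groups shared 1 fit, the adult RiboMinus pair and the 4 p20 groups had a fit each, and the comparison of the Dis3 effect between adult and p20 used all 6 RiboMinus groups. Standard errors (SE) are the log2 fold change divided by the square root of F. CPM (counts per 1000000) beside a fold change use TMM-scaled library sizes, and CPM of single libraries use gene counts alone. Differences between stages in the effect of the knockout were tested as interaction terms. The ratio of gene counts to ERCC counts and the lncRNA share of gene counts were compared on the log2 scale with 2-sided permutation tests, exact for all group comparisons and with 100000 resamples for interactions. Unless sums are named as units, these tests took each oocyte as a unit, so their p-values do not cover differences between animals. Covered peak lengths were compared with 2-sided exact permutation tests, for which 3 against 3 libraries cannot give a p under 0.1. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.

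Named genes follow a rule set before the data were examined, as were the main designs and most alternatives: Dis3 and Exosc10 always, and for each knockout against control and for control MII against GV the 3 largest increases and the 3 largest decreases among genes at an adjusted p under 0.05 with a mean of at least 50 CPM in the higher group, no overlap between the libraries of both groups and no clone or predicted name. For interactions the rule took 2 genes in each direction. In 7 fixed gene lists (exosome subunits and cofactors, oocyte factors, H3K27 methylation enzymes, Pol II machinery, regulators of meiotic resumption, cumulus and granulosa cell markers, red blood cell markers) the genes at an adjusted p under 0.05 were counted. Comparisons at p20 share their control libraries, so correlations between them were set beside 20 simulations of unchanged groups.

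Simulated counts with 200 changed genes were run through the same steps. In the design of poly(A) GV Dis3 cKO against control, 67.5% of the changed genes were recovered among 16835 genes, with 4 false calls. In the adult RiboMinus design 68.0% were recovered among 14984 genes with 4 false calls, and 44 of 200 among 19333 genes with 3 false calls when counts were summed per title tag. The p20 dcKO design gave 120 of 200 among 15447 genes with 9 false calls, and the MII interaction 99 of 200 among 16832 genes with 6 false calls.

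Alternatives were DESeq2 1.42.0, RLE size factors, scaling to ERCC counts, no filter, a mean of at least 10 counts, a minimum log2 change of 1, fits with only the groups compared, a block for the title number, counts summed per title tag, other forms of the ERCC ratio and of the lncRNA share, stricter peak filters, a minimum overlap of 50% of a peak and leaving out libraries in turn. Alternatives chosen after the data were seen were sums over 4 consecutive title numbers, title numbers 1 to 8 without the block, a sum of GV3h Dis3 cKO oocytes 15 and 16, 1 signal floor for all peak lists of a mark, separate controls for comparisons at p20, and leaving out each library for the ERCC ratio and the lncRNA share. For each of 15 comparisons, the count of changed genes was compared with 20 random splits of the same libraries besides the real one, a number set by computing time. Within groups of 8 or more libraries, the first 4 and the second 4 were compared with all 35 splits of those 8, which were completed after 20 of them had been seen.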

Results

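To examine how loss of the exosome ribonucleases alters RNA and chromatin in mouse oocytes, single oocytes were sequenced with a poly(A) protocol (71 libraries) and after removal of ribosomal RNA (RiboMinus, 48 libraries), and pooled oocytes were profiled by CUT&Tag (21 peak lists). Poly(A) groups were GV oocytes, GV oocytes cultured for 3 h (GV3h) and MII eggs, with 8 control libraries at each stage and 15, 16 and 16 Dis3 cKO libraries. RiboMinus groups held 8 libraries each: adult GV control and Dis3 cKO, and p20 control, Dis3 cKO, Exosc10 cKO and dcKO. Each CUT&Tag group held 3 libraries. Gene counts per library ranged from 4843964 to 15412200 in poly(A) data and from 8492102 to 35429028 in RiboMinus data. Adjusted p-values of single genes are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment throughout, and all tests are 2-sided.

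The targeted genes were examined first. Dis3 (ENSMUSG00000033166) was lower in every comparison of a group labelled Dis3 cKO or dcKO with its control. In poly(A) GV oocytes it stood at 2.88 ± 1.41 CPM (SD, n = 15) against 13.1 ± 2.89 (n = 8) in controls, a log2 fold change of -2.18 (SE 0.38, edgeR adjusted p 5.5e-06). The alternative that moved this value most, scaling to ERCC counts, gave -2.48. At GV3h the level was 2.22 ± 1.52 against 13.3 ± 4.003 CPM (-2.57, SE 0.37, adjusted p 5.2e-08), and at MII 0.760 ± 0.684 against 9.70 ± 5.90 CPM (-3.63, SE 0.39, adjusted p 6.3e-12). In RiboMinus data Dis3 fell by 3.13 on the log2 scale in adult GV oocytes (1.78 ± 0.917 against 15.4 ± 5.73 CPM, n = 8 each, edgeR adjusted p 2.5e-06). Its log2 fold change was -2.74 in p20 Dis3 cKO (adjusted p 6.0e-10) and -2.25 in dcKO (adjusted p 5.9e-09). In p20 Exosc10 cKO it was 16.6 ± 3.72 against 13.7 ± 4.88 CPM, a difference within the spread of the libraries (0.28, SE 0.23, adjusted p 0.546). With adult counts summed per title tag, which leaves 2 sums per group, the Dis3 change was -3.20 with an edgeR adjusted p of 0.119.

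Exosc10 (ENSMUSG00000017264) stood at 3.14 ± 3.37 CPM in p20 Exosc10 cKO and 7.38 ± 4.58 in dcKO against 118 ± 11.3 in p20 controls (n = 8 each). The log2 fold changes were -5.22 (SE 0.41, edgeR adjusted p 1.5e-11) and -4.01 (SE 0.39, adjusted p 3.4e-10). In Dis3 cKO, Exosc10 differed from control by less than the threshold in GV (-0.26, adjusted p 0.226), MII (-0.19, adjusted p 0.306), adult RiboMinus (0.04, adjusted p 0.805) and p20 (0.06, adjusted p 0.952) oocytes. The GV value includes control 1 at 48.1 CPM (110 ± 8.88 in the other controls), which makes the decrease smaller. The MII value includes Dis3 cKO oocyte 15 at 19.6 CPM (next lowest 74.9), which makes the decrease larger. Fits of Exosc10 without these libraries were not run. At GV3h it was lower, at 93.7 ± 16.0 against 135 ± 9.04 CPM (-0.53, SE 0.15, edgeR adjusted p 0.00259), and scaling to ERCC counts gave -0.57 with an adjusted p of 0.0510. Scaling to ERCC counts also turned the small adult RiboMinus difference of Exosc10 to -0.52 (adjusted p 0.0164). Dis3 overlaps another annotated gene, Pibf1, and the use of strand in counting is not stated.

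**Figure D1:**
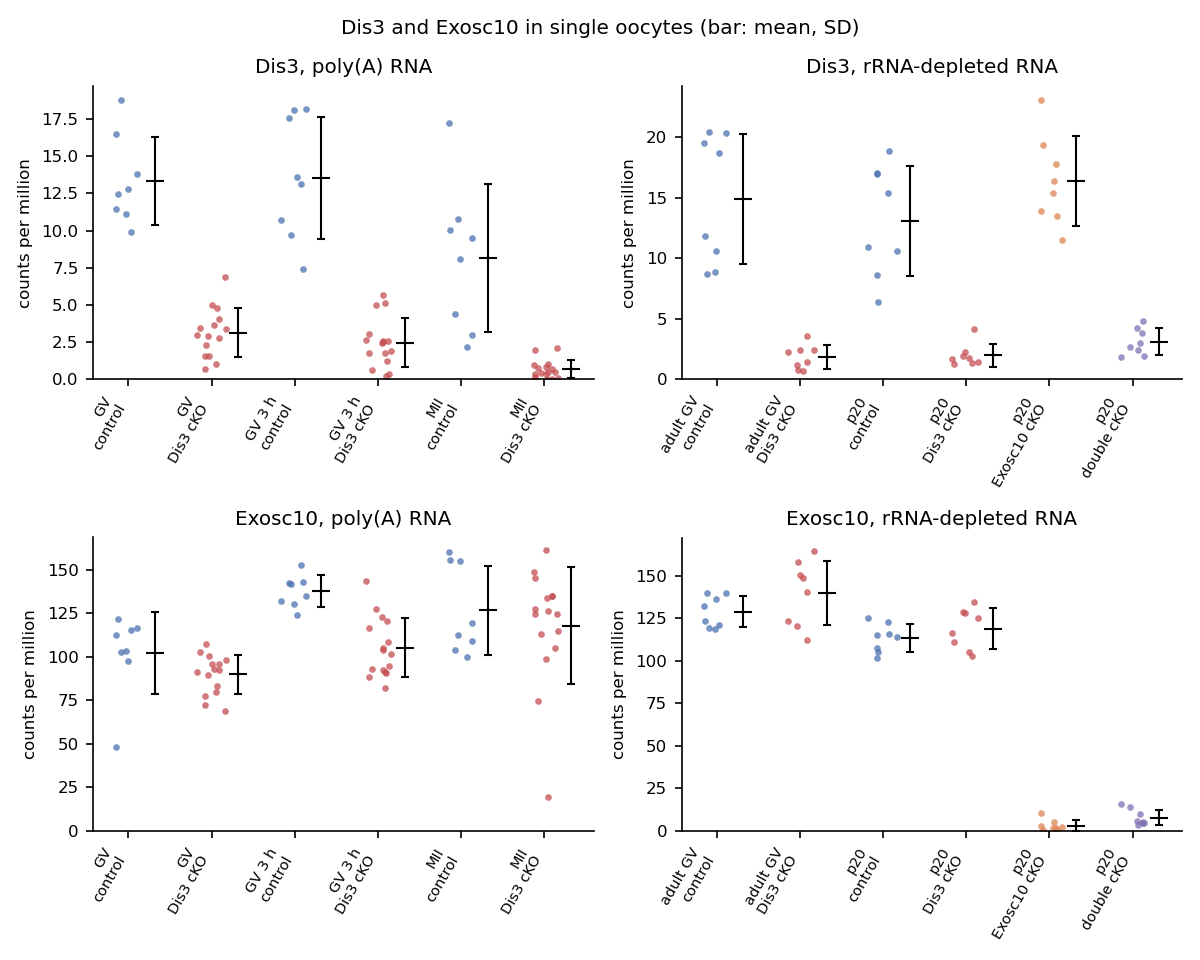
CPM of Dis3 (upper panels) and Exosc10 (lower panels) in each poly(A) and RiboMinus library, 1 point per library, with bars for the group mean and SD. Dis3 points of the Dis3 cKO and dcKO groups and Exosc10 points of the p20 Exosc10 cKO and dcKO groups sit low, and 1 MII Dis3 cKO library stands at 19.6 CPM of Exosc10.

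To compare captured RNA, gene counts were divided by the counts of the ERCC RNAs added to each lysate. This ratio tracks the amount of captured RNA per oocyte, which in poly(A) data is RNA captured on oligo-dT beads. Permutation tests of it take each oocyte as a unit, so their p-values do not cover differences between animals. In poly(A) GV oocytes the ratio was 108 ± 30.8 in Dis3 cKO (n = 15) and 137 ± 16.2 in controls (n = 8), a log2 difference of -0.38 (exact permutation p 0.00745, adjusted p 0.0223 over 9 comparisons, 14 of 15 libraries below the control mean). Among alternatives that keep all libraries, ERCC size factors in place of the ERCC sum moved it most, to -0.42 (p 0.00146). At GV3h the ratios were 143 ± 29.3 and 161 ± 28.1 (-0.18, exact permutation p 0.155, adjusted p 0.199, 11 of 16 below), and with edgeR's size factors for ERCC in place of their sum the difference was -0.30 with p 0.00258. At MII they were 55.5 ± 15.3 and 46.0 ± 3.43 (0.20, exact permutation p 0.376, adjusted p 0.423, 15 of 16 above). The MII value rested on 1 library: without Dis3 cKO oocyte 15, whose ratio was 14.4, the difference was 0.32 (exact permutation p 0.00286), and with group medians it was 0.23 (p 0.0130).

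The RiboMinus ratio fell from 403 ± 48.5 in adult controls to 260 ± 78.6 in Dis3 cKO (-0.68, exact permutation p 0.000932, adjusted p 0.00420, 8 of 8 libraries below the control mean, n = 8 each). Means per title tag were 414 and 391 in adult controls and 279 and 242 in Dis3 cKO (n = 4 each). Differences between tags are not covered by the p-values of single oocytes. At p20 the ratio was 1267 ± 178 in controls and 1016 ± 222 in Dis3 cKO (-0.35, exact permutation p 0.0197, adjusted p 0.0444, 8 of 8 below), and with ERCC size factors this difference was -0.31 with p 0.0514. Without Dis3 cKO library 1_4 it was -0.22, and the exact permutation p ranged from 0.0115 to 0.0462 over 16 fits that each left out 1 library. Exosc10 cKO libraries stood at 1229 ± 284 (-0.08, exact permutation p 0.770, 2 of 8 below, and 0.067 without library 2_4) and dcKO libraries at 1086 ± 232 (-0.24, exact permutation p 0.0844, adjusted p 0.127, 6 of 8 below). The dcKO difference was -0.29 (exact permutation p 0.0430) without dcKO library 2_1 and -0.31 (p 0.0199) without library 2_4. In control oocytes the poly(A) ratio fell by 1.57 on the log2 scale from GV to MII (exact permutation p 0.000155, the smallest these 12870 regroupings can give, adjusted p 0.00140, 8 of 8 below). MII eggs had poly(A) libraries alone, so less RNA and less capture on oligo-dT beads cannot be told apart in this fall. From GV to GV3h the poly(A) ratio rose by 0.22 (exact permutation p 0.0693, adjusted p 0.125, 7 of 8 above). That rise was 0.34 (p 0.00249) with ERCC size factors, 0.29 (p 0.00622) without GV3h control 3 and 0.25 (p 0.0440) without GV control 6.

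**Figure D2:**
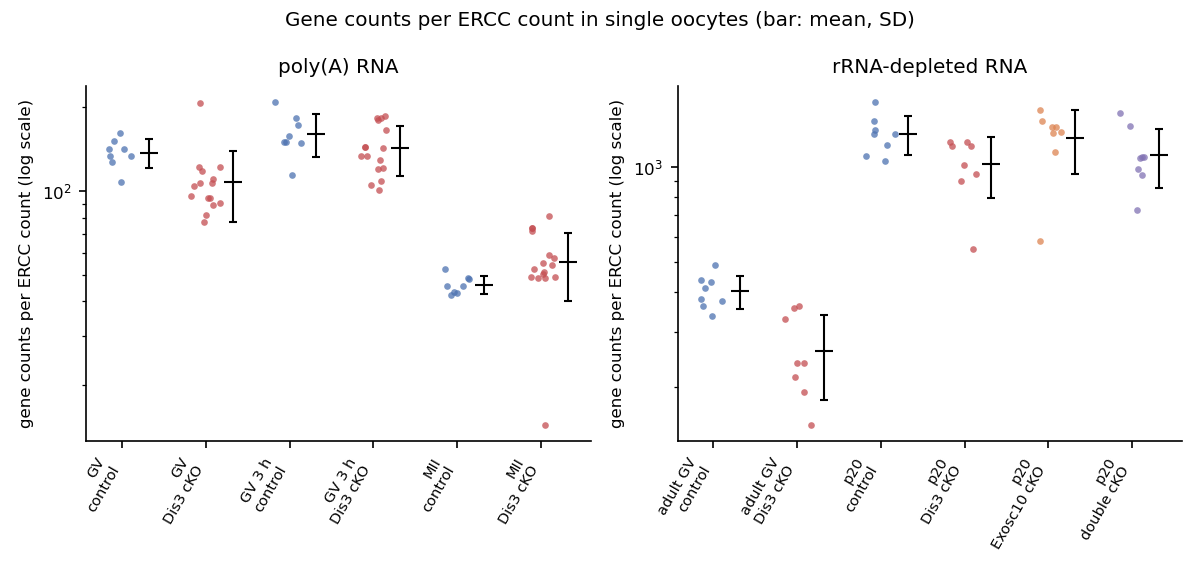
Gene counts per ERCC count in each single oocyte on a log scale, by group for poly(A) (left) and RiboMinus libraries (right), with bars for the mean and SD. Adult RiboMinus Dis3 cKO libraries lie below the control mean in 8 of 8, MII control libraries (up to 52.2) lie below GV control libraries (from 107.6) while the Dis3 cKO groups of these stages overlap (MII up to 81.0, GV from 77.5), and single low points stand at 14.4 (MII Dis3 cKO), 547 (p20 Dis3 cKO) and 582 (p20 Exosc10 cKO).

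Genes changed by the knockout were then counted at an adjusted p under 0.05. In poly(A) GV oocytes 3806 of 17389 genes differed between Dis3 cKO and control, 2358 higher and 1448 lower. The setting that moved this count most, counts summed over 4 consecutive title numbers and chosen after the data were seen, gave 1932. Scaling to ERCC counts shifted the median log2 change of all genes from 0.04 to -0.23 and gave 1265 genes higher and 2317 lower, so that 35.3% of changed genes were higher in place of 62.0%. Of the genes called under ERCC scaling, 2697 were also called under TMM. At GV3h 6718 genes differed (3989 higher, 2729 lower). At MII 7315 differed (4743 higher, 2572 lower), and ERCC scaling, with a median of 0.52 against 0.16, gave 6535 higher and 749 lower (89.7% against 64.8% higher). A fit of only the MII groups gave 4336.

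Among the genes named by the rule, Cdc34b rose in Dis3 cKO at GV from 75.7 ± 12.02 to 310 ± 43.1 CPM (log2 2.03, SE 0.13, edgeR adjusted p 4.1e-21) and at GV3h (2.34, SE 0.13, adjusted p 2.4e-24). ERCC scaling, the setting that moved the GV value most, gave 1.81. Fut10 rose at GV from 16.8 ± 2.14 to 81.1 ± 15.7 CPM (2.27, SE 0.22, adjusted p 4.1e-13) and at MII (2.39), and Srrt rose at GV (1.79) and GV3h (2.31). Gimap5 rose at GV3h (2.69), and Cox14 (2.63) and Atp5mpl (2.62) rose at MII. The largest decreases under the rule were those of Apba2 (-2.49), Cd160 (-2.34) and Elavl3 (-2.21) at GV, of Stat4 (-3.84), Cd160 (-3.69) and Slc7a1 (-3.01) at GV3h, and of Serpinb1c (-5.43), Slc35a1 (-4.07) and Slc7a1 (-3.64) at MII. At MII Slc7a1 stood at 5.68 ± 3.58 CPM in Dis3 cKO (n = 16) and 71.1 ± 22.0 in controls (n = 8, edgeR adjusted p 2.7e-15). Each of these changes had the same sign under ERCC scaling.

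The progression from GV to MII was compared within each genotype. Between control MII and GV 10179 genes differed (3950 higher, 6229 lower), and between Dis3 cKO MII and GV 11007 (4313 higher, 6694 lower). Since the ERCC ratio fell at MII, ERCC scaling shifted the medians to -2.12 and -1.50 from -0.27 and -0.26. It gave 58 genes higher and 15217 lower in controls (0.380% higher against 38.8%) and 227 higher and 14311 lower in Dis3 cKO (1.56% against 39.2%). Between control GV3h and GV 471 genes differed (199 higher, 272 lower). A fit of only these groups, over 13785 genes, gave 2083 (1056 higher, 1027 lower). ERCC scaling gave 118 (66 higher, 52 lower, 55.9% against 42.3% higher, median 0.17), and with counts summed over 4 title numbers 0 genes passed and 1794 had an unadjusted p under 0.05. In control MII against GV the rule named Manba (8.43), Cdc5l (6.44) and Otogl (4.18) as higher and Ccnd2 (-8.13), Gstt2 (-6.70) and Arid5b (-6.23) as lower, on the log2 scale. Gstt2 stood at 0.976 ± 0.796 CPM in MII and 102 ± 40.9 in GV controls (n = 8 each, edgeR adjusted p 1.7e-28). Ccnd2 varied widely among GV controls (142 ± 161 CPM). Manba was at or above 20 CPM in 4 and at or below 3 CPM in 4 of the 8 GV3h controls, and Arid5b was split in the same way, 11 against 5, among 16 MII Dis3 cKO eggs. Exosc10 was higher in MII than in GV controls (0.60, SE 0.17, edgeR adjusted p 0.00207), and under ERCC scaling it was lower (-1.26).

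Whether the effect of Dis3 loss differed between stages was tested with interaction terms. The GV3h effect differed from the GV effect for 355 genes (239 more positive, 116 more negative at GV3h) and the MII effect for 2287 genes (1613 and 674). ERCC scaling shifted the medians to 0.27 and 0.68 and gave 240 genes (216 and 24, 90.0% against 67.3% more positive) and 5237 genes (5116 and 121, 97.7% against 70.5%). Counts summed over 4 title numbers gave 1 and 335 genes. DESeq2 gave 545 and 2656, and title numbers 1 to 8 alone gave 799 and 1024. The rule named Mlycd (3.91), Ccnd2 (3.12), Map4 (-2.75) and St3gal5 (-1.71) for GV3h. St3gal5 rose from 32.1 ± 10.1 to 96.8 ± 28.8 CPM in controls and stood at 52.2 ± 8.65 and 48.1 ± 10.2 in Dis3 cKO (SE 0.31, edgeR adjusted p 0.0012). The Map4 term was 0.26 when oocytes with title numbers 1 to 8 alone were fitted. For MII the rule named Pnpla3 (8.06), Mt1 (6.50), St3gal5 (-2.69) and Slc35a1 (-1.87). Pnpla3 and Mt1 were at or above 20 CPM in 4 and at or below 3 CPM in 4 of the 8 GV3h controls, and Pnpla3 was at such levels in 7 and 9 of 16 MII Dis3 cKO eggs.

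In RiboMinus data of adult GV oocytes 4305 of 15334 genes differed between Dis3 cKO and control (2405 higher, 1900 lower). ERCC scaling shifted the median from 0.03 to -0.52 and gave 699 higher and 6144 lower (10.2% against 55.9% higher). The titles carry 2 tags in each group, and with counts summed per tag 0 genes passed the threshold and 3577 had an unadjusted p under 0.05. Cdc34b rose from 15.4 ± 3.29 to 95.4 ± 23.6 CPM (log2 2.63, SE 0.16, edgeR adjusted p 5.6e-09), Srrt by 1.85 (SE 0.20, adjusted p 3.9e-06) and the mitochondrial gene mt-Nd5 by 1.72 (SE 0.20, adjusted p 6.6e-06). Slc7a1 (-2.66), Bicra (-2.19) and Tert (-1.91) were lower. Tert stood at 26.5 ± 7.08 CPM against 99.6 ± 8.82 (SE 0.14, edgeR adjusted p 6.7e-08, n = 8 each).

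At p20, the single and double knockouts were compared with 1 set of controls over 15882 genes. Dis3 cKO changed 1171 genes (574 higher, 597 lower), Exosc10 cKO 1183 (627 higher, 556 lower) and dcKO 8531 (4231 higher, 4300 lower). Relative to the single knockouts, dcKO changed 8182 genes against Dis3 cKO (4135 higher, 4047 lower) and 7809 against Exosc10 cKO (3838 higher, 3971 lower). ERCC scaling shifted the median to -0.31 for Dis3 cKO and gave 124 higher and 844 lower (12.8% against 49.0% higher). For dcKO against Dis3 cKO the median became 0.26, with 4289 higher and 1575 lower (73.1% against 50.5%), and for Exosc10 cKO 364 genes passed (58.8% higher). For dcKO it gave 6071 genes (46.7% against 49.6% higher). Summing counts per title tag gave 286 genes for Dis3 cKO, 174 for Exosc10 cKO and 6641 for dcKO.

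The p20 Dis3 cKO genes under the rule included Pxdn (log2 10.88), Mt1 (7.76), Tmem175 (5.05), Rnf169 (-2.33) and Rbm44 (-2.31). Pxdn stood at 294 ± 26.6 CPM in Dis3 cKO and 0.137 ± 0.188 in controls, and at 69.6 to 133 CPM on average in each tag of the adult groups. In the title tags of p20 dcKO, which also lacks Dis3, Pxdn stood at 0.875 ± 0.926 and 0.450 ± 0.456 CPM. Its high level therefore did not follow the loss of Dis3 in each p20 group. Mt1 was higher in Exosc10 cKO (7.93) and dcKO (7.67) as well. In adult RiboMinus controls Mt1 stood at 0.545 ± 0.425 CPM in 1 title tag and 73.0 ± 10.9 in the other (n = 4 each), and Tmem175 stood at 1.32 ± 0.811 and 36.9 ± 3.61 CPM in the tags of dcKO, so that levels as different as those between genotypes occurred within a genotype for Mt1 and Tmem175. Rbm44 fell from 87.3 ± 13.8 to 17.5 ± 3.54 CPM (SE 0.12, edgeR adjusted p 1.3e-16). In Exosc10 cKO the rule also named Stk36 (2.51), Hist1h4i (2.03), Sspn (-3.80), Kcnh1 (-1.55) and Exosc10 itself. Kcnh1 fell from 559 ± 33.5 to 191 ± 19.1 CPM (SE 0.09, edgeR adjusted p 7.3e-15). In dcKO it named Zfp871 (6.72), Hist1h3c (6.12), Slc6a15 (-4.64), Chst11 (-4.60) and Flt1 (-4.44) besides Mt1. Stk36 overlaps Rnf25 and Tmem175 overlaps Dgkq in the RefSeq annotation.

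Across the 15882 genes, fold changes against the shared p20 controls correlated with Pearson's r 0.382 between Dis3 cKO and Exosc10 cKO, 0.371 between Dis3 cKO and dcKO and 0.539 between Exosc10 cKO and dcKO. These correlations are across genes, which are not independent replicates. Unchanged groups simulated against the same controls gave 0.492 ± 0.0106, 0.484 ± 0.0151 and 0.494 ± 0.0124 (SD, 20 simulations), so the first and second observed values lay below and the last above those that sharing controls gives. The simulated groups hold no real changes, so a lower observed value does not show that the knockouts are less alike than unchanged groups. With separate controls, a setting chosen after the data were seen, the correlations were 0.189, 0.267 and 0.401, all positive. Both Dis3 cKO and Exosc10 cKO called 311 genes, 276 in the same direction, where 87.2 would be called if calls were independent. The corresponding counts were 755 (630 in the same direction, 629 if independent) for Dis3 cKO with dcKO and 848 (771, and 635 if independent) for Exosc10 cKO with dcKO. Calls against the same controls are not independent, so these expected counts are not no-change values. Whether the joint calls exceed what sharing controls gives cannot be decided from them. The Dis3 effect differed between adult and p20 oocytes for 1610 of 17267 genes (922 more positive in adults, 688 more negative), among them Rbm44 (2.47), H2afj (2.30), Pxdn (-11.45) and Mt1 (-7.30). Pxdn was low in p20 dcKO and Mt1 differed between the tags of adult controls, so these terms may not come from the loss of Dis3. With ERCC scaling 583 genes differed, 55.7% of them more positive, with a median of -0.19, and with counts summed per tag 70.

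**Figure D3:**
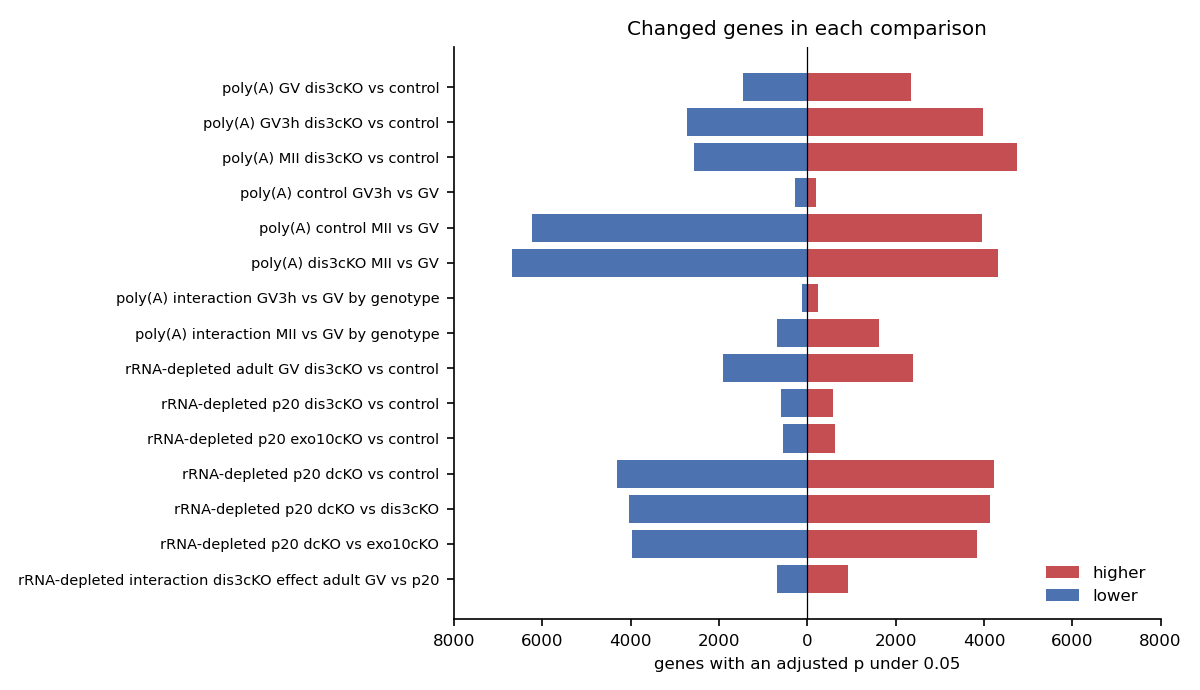
Number of genes at an edgeR adjusted p under 0.05 in each comparison, with genes lower drawn to the left of 0 and genes higher to the right, under TMM scaling. Poly(A) MII against GV and p20 dcKO against control have the longest bars (10179 and 8531 genes for control MII against GV and dcKO), while p20 single knockouts changed 1171 and 1183, and under ERCC scaling the larger direction turned to lower in GV (2317 of 3582 genes) and adult RiboMinus Dis3 cKO (6144 of 6843 genes).

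Fixed gene lists were then read out, with counts at an adjusted p under 0.05 over all genes and adjusted over the list alone. Among 21 genes of the exosome and its cofactors (20 tested in RiboMinus data), 4 changed in poly(A) GV Dis3 cKO (4 adjusted over the list alone), 10 at GV3h (11), 14 at MII (14), 4 in adult RiboMinus (4), and 3, 4 and 12 in p20 Dis3 cKO, Exosc10 cKO and dcKO (3, 4 and 12). Exosc9 was lower in each knockout against its control, from -2.02 (SE 0.25) in adult RiboMinus and -1.20 (SE 0.17) in poly(A) GV to -0.60 in p20 Exosc10 cKO. Under ERCC scaling Exosc9 stayed lower in each, but its changes at MII (-0.39) and in Exosc10 cKO (-0.58) no longer passed the threshold. Zfc3h1 was higher in poly(A) GV (0.56), GV3h (0.42) and MII (0.33), adult RiboMinus (0.38), Exosc10 cKO (0.35) and dcKO (0.82) oocytes, and ERCC scaling turned the adult RiboMinus value to -0.13. The alternative that moved the count of changed list genes in poly(A) GV most, a minimum log2 change of 1, left 7 of 22.

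Of 24 oocyte factors, 23 were tested. In poly(A) GV Dis3 cKO 6 changed (8 adjusted over the list alone), 0 of them higher and 6 lower, at GV3h 6 (6), at MII 13 (13), in adult RiboMinus 17 (18, 3 higher and 14 lower), and at p20 4 (9) in Dis3 cKO, 7 (11) in Exosc10 cKO and 15 (15) in dcKO. Under ERCC scaling adult RiboMinus again had 17 (0 higher) while at MII 13 were higher and 0 lower in place of 10 and 3. Zar1 was among those whose MII change turned sign, to 0.03, and the adult RiboMinus changes of Nobox (-0.21), Mos (-0.24) and Oosp1 (-0.27) turned sign as well, as did Mos in p20 Dis3 cKO (-0.08). Of 12 H3K27 methylation enzymes, 2 changed at GV (1 adjusted over the list alone), 3 at GV3h (3), 4 at MII (4), 1 in adult RiboMinus (1), 0 in each p20 single knockout (0) and 8 in dcKO (8). The 8 dcKO changes were decreases, and with ERCC scaling 5 were called, again 0 of them higher. At MII, ERCC scaling gave 3 higher and 1 lower in place of 1 and 3, and Kdm6b turned to 0.08.

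Of 17 genes of the Pol II machinery, 2 changed at GV (2 adjusted over the list alone), 5 at GV3h (5), 9 at MII (11, 8 of the 9 higher), 5 in adult RiboMinus (5), 1 in each p20 single knockout (1 each) and 11 in dcKO (11, 5 higher and 6 lower). ERCC scaling gave 10 at MII, all 10 higher, and turned Polr2c to 0.01. Of 19 regulators of meiotic resumption, 6 changed at GV (6 adjusted over the list alone, 0 higher), 11 at GV3h (11, 2 higher), 11 at MII (12, 7 higher), 8 in adult RiboMinus (10, 2 higher), and 2 (3), 1 (1) and 13 (14, 3 higher) at p20. Pde3a was lower in poly(A) GV (-1.45, SE 0.12), GV3h (-1.40) and MII (-1.90), adult RiboMinus (-1.15) and dcKO (-0.86). ERCC scaling turned the adult RiboMinus changes of Cdc20 (-0.22) and Ccnb1 (-0.17). Of 13 cumulus and granulosa cell markers 10 were tested, and 2, 3 and 6 changed in poly(A) GV, GV3h and MII (2, 3 and 6 adjusted over the list alone), 1 in adult RiboMinus (Nr5a2, -0.17 after ERCC scaling), 0 in the p20 single knockouts and 4 in dcKO (4). Of 5 red blood cell markers 1 was tested in poly(A) data, where 0 changed, and 0 were tested in RiboMinus data.

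To ask whether noncoding transcripts accumulated, the lncRNA share of gene counts was compared first. Single oocytes were again the units of the permutation tests, so differences between animals are not covered by their p-values. The share is given per group. It rose in poly(A) GV Dis3 cKO to 2.94 ± 0.288% (n = 15) from 2.26 ± 0.184% in controls (n = 8), a log2 difference of 0.38 (exact permutation p 1.0e-05, adjusted p 7.1e-05 over 7 comparisons, 15 of 15 libraries above the control mean). The alternative that moved it most left out the most abundant lncRNA gene, AY036118, which held 30.9% of poly(A) lncRNA counts, and gave 0.21. At GV3h the shares were 2.54 ± 0.181% and 2.34 ± 0.0496% (0.11, exact permutation p 0.00636, adjusted p 0.0111, 13 of 16 above), and without AY036118 the difference was 0.27 (p 1e-06). At MII they were 2.39 ± 0.242% and 2.33 ± 0.270% (0.04, exact permutation p 0.598, adjusted p 0.698, 10 of 16 above), and without AY036118 the difference was 0.27 (p 1e-06). In adult RiboMinus the share rose from 1.24 ± 0.0543% to 1.45 ± 0.143% (0.22, exact permutation p 0.000311, adjusted p 0.00109, 8 of 8 above, n = 8 each). At p20 it was 1.19 ± 0.0467% in controls, 1.19 ± 0.0257% in Dis3 cKO (0.00, exact permutation p 0.887), 1.25 ± 0.108% in Exosc10 cKO (0.07, exact permutation p 0.149, adjusted p 0.209, 5 of 8 above) and 1.11 ± 0.0416% in dcKO (-0.10, exact permutation p 0.00559, adjusted p 0.0111, 8 of 8 below). Without the most abundant RiboMinus lncRNA gene, C86187 (13.1% of lncRNA counts), the differences were 0.36 (p 0.000155) in adults, 0.10 (p 0.0289) for Exosc10 cKO and -0.017 (p 0.4934) for dcKO.

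Gene by gene, 396 of 449 changed lncRNA genes were higher in poly(A) GV Dis3 cKO, 537 of 666 at GV3h, 583 of 678 at MII and 324 of 366 in adult RiboMinus. At p20, 43 of 65 were higher in Dis3 cKO, 86 of 100 in Exosc10 cKO and 288 of 480 in dcKO. With ERCC scaling the majority stayed higher in poly(A) GV (290 of 383), GV3h (477 of 584) and MII (695 of 735), Exosc10 cKO (34 of 41) and dcKO (235 of 405), was nearly even in adult RiboMinus (186 of 355) and turned to lower in p20 Dis3 cKO (10 of 43 higher). The lean was not particular to lncRNA genes. Under TMM scaling 158 of 182 changed pseudogenes and 557 of 663 without a biotype were higher in poly(A) GV, against 1229 of 2490 protein-coding genes. In adult RiboMinus 92 of 115 pseudogenes were higher, while at p20 fewer were (29 of 93, 31 of 66 and 103 of 281 in Dis3 cKO, Exosc10 cKO and dcKO). Relative to the median of all genes, the median log2 change of lncRNA genes was 0.40 in poly(A) GV and 0.40 in adult RiboMinus, and 0.39 and 0.41 under ERCC scaling. Per ERCC count, lncRNA counts differed by less than the threshold in poly(A) GV (0.00, exact permutation p 0.987), GV3h (-0.069, p 0.539), MII (0.23, p 0.239) and p20 Exosc10 cKO (-0.010, p 0.949). They were lower in adult RiboMinus Dis3 cKO (-0.46, exact permutation p 0.0177, adjusted p 0.0362 over 49 comparisons of transcript classes), p20 Dis3 cKO (-0.34, exact permutation p 0.0149, adjusted p 0.0318) and dcKO (-0.33, exact permutation p 0.0249, adjusted p 0.0487). Small nuclear RNA (snRNA) counts per ERCC count rose in poly(A) GV (1.22), GV3h (1.39), MII (0.86) and dcKO (0.42). Their exact permutation adjusted p-values in the same 49 comparisons were 0.000428, 2.5e-05, 0.000635 and 0.00448. They did not pass the threshold in adult RiboMinus (-0.21), p20 Dis3 cKO (-0.058) or Exosc10 cKO (0.18). Counts of this class were few, at 0.000416% of gene counts in poly(A) GV controls.

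**Figure D4:**
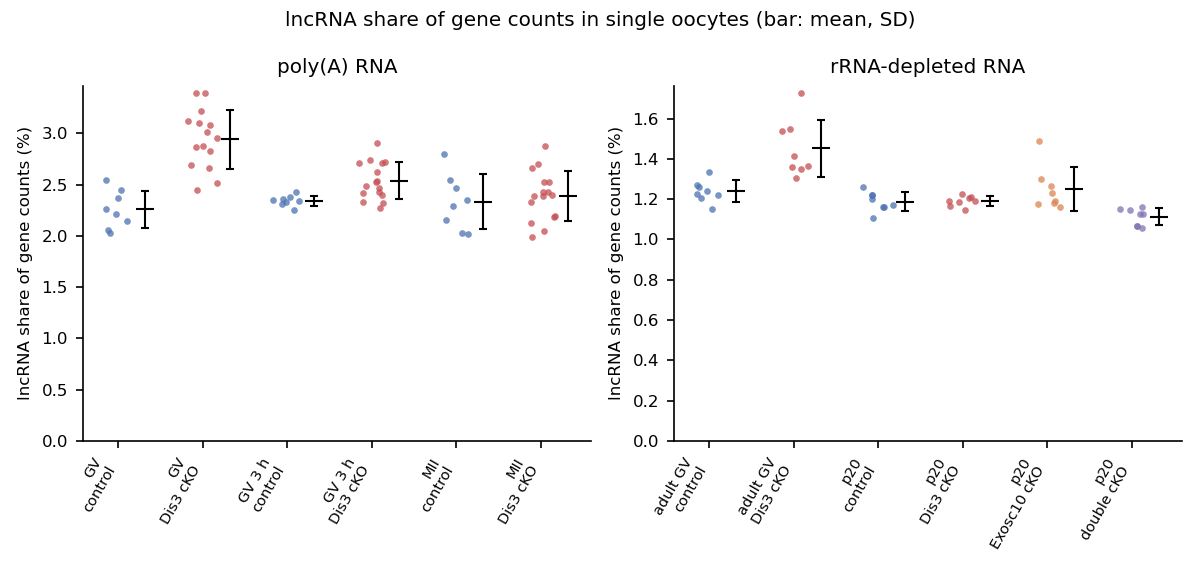
Percentage of gene counts on lncRNA genes in each single oocyte, by group, for poly(A) (left) and RiboMinus libraries (right), with bars for the mean and SD and axes starting at 0. All 15 GV Dis3 cKO poly(A) libraries and all 8 adult RiboMinus Dis3 cKO libraries lie above their control means, and all 8 dcKO libraries lie below theirs.

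H3K27me3 and Pol II occupancy were compared by the length that the authors' peaks covered in each library. H3K27me3 peaks covered 169 ± 22.0 Mb in adult GV Dis3 cKO and 97.9 ± 46.8 Mb in controls (n = 3 each), a log2 ratio of 0.79 (exact permutation p 0.1, the smallest 3 against 3 can give). The alternative that moved it most, the same number of top peaks from each list, which removes differences in peak number by construction, gave 0.14, and without adult control 2 it was 1.26. At p20, dcKO libraries covered 180 ± 14.3 Mb and controls 131 ± 1.92 Mb (0.46, exact permutation p 0.1). The direction was the opposite with the same number of top peaks (-0.20) and with peaks above the median score (-0.08). Mean peak numbers were 248608 against 129404 in adults and 274295 against 155749 at p20. Adult and p20 controls differed by -0.42 (exact permutation p 0.4), and by -0.89 without adult control 2.

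Pol II peaks covered 52.5 ± 29.4 Mb in adult Dis3 cKO and 19.6 ± 5.68 Mb in controls (1.42, exact permutation p 0.3, n = 3 each), a difference within the spread of the libraries, since Dis3 cKO library 2 covered 20.7 Mb. The lowest total signal was 102, 1890 and 102 in the 3 Dis3 cKO lists and 3002, 1869 and 1928 in the 3 control lists, so the lists did not end at the same signal. Above 1 common floor of 3002, chosen after the data were seen, the lengths were 30.8 and 18.5 Mb (0.74, exact permutation p 0.3). Control Pol II peaks covered less in adult than in p20 oocytes (19.6 ± 5.68 against 50.4 ± 1.69 Mb, -1.36, exact permutation p 0.1). Peaks were also compared between libraries by overlap of at least 1 bp. The mean percentage of peaks of 1 library that overlapped a peak of another was 35.8% to 52.1% within H3K27me3 groups. Within Pol II groups it was 18.3% to 29.7%. Single pairs of libraries ranged from 19.4% to 52.8% for H3K27me3 and from 9.7% to 37.8% for Pol II. With a minimum overlap of 50% of the peak, the adult H3K27me3 Dis3 cKO libraries moved by the most points, from 43.6% to 27.8%. In each of the 5 comparisons the overlap measured as shared over total length was higher within than between groups when averaged over both groups, and the real grouping was the highest of 10 splits, which is the smallest share that 3 against 3 can give. This did not hold for each group: the value within adult H3K27me3 controls (0.159) was below that to p20 controls (0.211), that within dcKO (0.165) was below that to p20 controls (0.174), and that within adult Pol II controls (0.0684) was below that to p20 controls (0.0742).

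**Figure D5:**
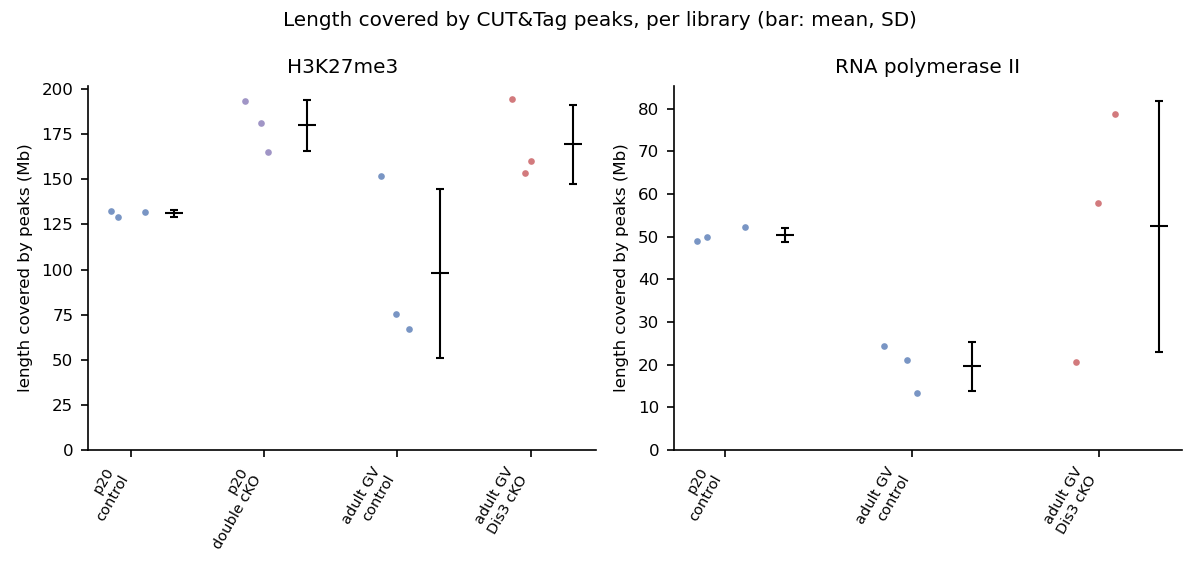
Length in Mb covered by H3K27me3 peaks (left) and Pol II peaks (right) in each CUT&Tag library, by group, with bars for the mean and SD of 3 libraries. H3K27me3 covered more in the knockouts than in their controls over all listed peaks, and with the same number of top peaks the p20 direction was the opposite (-0.20), while Pol II values of adult Dis3 cKO overlapped those of adult controls.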

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

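All tests of explanations in this part were chosen after the results were seen. Single libraries were compared with their group by Dixon's ratio of gap to range in 36 tests over groups of 8, where chance gives about 1 in 20 (1.8 expected), and 5 passed.

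Exosc10 in GV control oocyte 1 stood at 48.1 CPM against 110 ± 8.88 in the other controls. Its count of 473 was far below the 1082 due at the others' mean (Poisson SD 32.9), which argues against counting error. Dis3 in it was 16.5 CPM, a control level, which argues against a Dis3 cKO oocyte under the wrong label. In the same library 11 genes were on or off in it alone, against 0 to 1 in each other control, so a different animal is a candidate explanation. The labels name no animals, and the biological explanation was not tested further.

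A pair of p20 libraries had a low ERCC ratio: Dis3 cKO 1_4 (547 against 1083 ± 126) and Exosc10 cKO 2_4 (582 against 1322 ± 121). Excess ERCC RNA would have lowered mitochondrial counts per ERCC count as well, yet these were 7.61 and 9.42, near the others (7.94 ± 2.42 and 10.97 ± 1.61). Their gene counts of 10843732 and 17944688 lay within the range of their groups, which argues against depth. Dis3 in library 1_4 was 4.15 CPM against 1.68 ± 0.358. Its count of 45 exceeded the 18.2 due (Poisson SD 4.26), which argues against counting error, while per 1000000 ERCC counts it was 2272, within the others' range of 1390 to 2303. Less of the other transcripts in that oocyte is therefore a candidate explanation. The lncRNA share of library 2_4 was 1.49% against 1.215 ± 0.0518%, and without the most abundant lncRNA gene the gap over range was still 0.54, which argues against 1 gene as the source. Damage to single oocytes was not tested.

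The effect of Dis3 loss differed between GV3h and GV for 355 genes, between MII and GV for 2287 and between adult and p20 oocytes for 1610. Of 21 splits of the same libraries, 1 (the real one) gave as many genes in each. Thinning all libraries to the shallowest gave 312, 2038 and 1418 genes, of which 263, 1858 and 1292 were among the original ones. ERCC scaling gave 240, 5237 and 583, of which 204, 1732 and 574 were among them. Neither depth nor scaling accounts for these shared genes, while the calls of the others, most of those between adult and p20 oocytes under ERCC scaling, depend on them. With sums as units 1, 335 and 70 genes passed. The animals behind the oocytes and the genotype effect cannot be told apart here, because the labels do not name animals and such units are few. A difference of stage or age remains open, untested.

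The ERCC ratio effect was more positive at MII than at GV by 0.58 (permutation p 0.0151, adjusted p 0.0227 over 6 tests). Excess ERCC RNA alone in the GV Dis3 cKO lysates would lower mitochondrial counts per ERCC count, which rose there by 0.84 on the log2 scale. A gain of mitochondrial transcripts could hide such an excess, so these counts do not decide whether the lysates held excess ERCC RNA. With 4 consecutive numbers as units the exact p was 0.111 (smallest possible 0.00444), so animals cannot be told apart from the stage.

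The lncRNA share effect was lower at GV3h than at GV (-0.27, permutation p 0.0116, adjusted p 0.0227) and at MII than at GV (-0.35, permutation p 0.00277, adjusted p 0.00831), and higher in adult than in p20 RiboMinus oocytes (0.22, permutation p 0.00209, adjusted p 0.00831). In follow-up tests outside the 6, leaving out AY036118 gave 0.056 (permutation p 0.578) and 0.057 (p 0.601), so counts of this 1 gene may account for the poly(A) differences. Without C86187 the RiboMinus difference was 0.36, which argues against 1 gene there. With sums as units the exact p was 0.129, 0.0533 and, in RiboMinus, 0.278 (smallest possible 0.0556), which leaves animals open.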

How the results depend on the processing

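The sums over 4 title numbers, title numbers 1 to 8 without the block, the sum of GV3h Dis3 cKO oocytes 15 and 16, the common signal floor for peaks, the separate controls at p20 and leaving out each library for the ERCC ratio and the lncRNA share were chosen after seeing the data, and the other alternatives before. The 53 results of comparisons had 431 values under alternatives, of which 337 kept their direction and their side of the threshold or lay within the allowed range, 79 moved, 2 were weaker, 11 stronger and 2 reversed. RLE size factors, no filter and a mean of at least 10 counts moved none of the 22 results they applied to beyond that range. Leaving out mitochondrial genes and a minimum of 1000 ERCC counts changed none of 9 ratio results, although the ERCC minimum and the minimum depth removed no library and so test nothing. Where no cause is given below, the cause was not tested.

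A minimum log2 change of 1 lowers counts by construction. It left 1934 genes in poly(A) GV Dis3 cKO against control, 3510 at GV3h, 3893 at MII, 208 in control GV3h against GV, 6752 in control MII against GV, 6059 in Dis3 cKO MII against GV and 1363 in the MII interaction. In RiboMinus data it left 1475 in adults, 563, 533 and 4261 in p20 Dis3 cKO, Exosc10 cKO and dcKO, 3858 and 3489 for dcKO against Dis3 cKO and Exosc10 cKO, and 953 in the interaction. Of the fixed-list genes it left 7, 8 and 16 at poly(A) GV, GV3h and MII, 5 in adult RiboMinus, and 1, 1 and 12 at p20.

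Scaling to ERCC counts gave 118 genes for control GV3h against GV, 15275 for control MII against GV, 5237 for the MII interaction, 6843 for adult RiboMinus, 364 for p20 Exosc10 cKO, 5015 for dcKO against Exosc10 cKO and 583 for the RiboMinus interaction. Changed list genes numbered 23 at GV3h, 67 in adult RiboMinus, 2 in Exosc10 cKO and 41 in dcKO. It reversed at MII Kdm6b (0.075), Polr2c (0.014) and Zar1 (0.034), and Exosc10 in control MII against GV (-1.26), where 35 of 76 changed list genes also took the opposite sign, as did 2 of 24 in the MII interaction. In adult RiboMinus it reversed Exosc10 (-0.52), Cdc20 (-0.22), Nr5a2 (-0.17), Nobox (-0.21), Zfc3h1 (-0.13), Ccnb1 (-0.17), Oosp1 (-0.27) and Mos (-0.24), and in p20 Dis3 cKO Mos (-0.081). This scaling adds the difference in the ERCC ratio to every gene, and the median of all genes moved with it.

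Sums over fewer units leave fewer degrees of freedom by construction. Sums over 4 title numbers gave 1932 genes at GV, 0 in control GV3h against GV (1794 at an unadjusted p under 0.05), and 1 and 335 in the GV3h and MII interactions, with 12, 25 and 34 list genes at GV, GV3h and MII. Sums per title tag gave 0 genes in adult RiboMinus (3577 at an unadjusted p under 0.05), 286 and 174 in p20 Dis3 cKO and Exosc10 cKO and 70 in the RiboMinus interaction, with 0, 1 and 1 list genes in adults, Dis3 cKO and Exosc10 cKO. In simulated counts the tag sums of the adult design recovered 44 of 200 changed genes, so some calls could be made at that size while most changed genes were missed. The decrease of Dis3 in adults did not pass with tag sums either. The count of 0 genes there therefore does not show that nothing changed.

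Fits of only the groups compared gave 4336 genes at MII and 2083 in control GV3h against GV, with 34, 59 and 31 list genes at GV, GV3h and MII. The title numbers do not pair the oocytes: residuals of libraries with the same number correlated at 0.0283 on average over 15 pairs of poly(A) groups (from -0.231 to 0.269). With the number as a replicate block over 1 to 8, 3175 genes changed at MII, 1902 in control GV3h against GV, and 693 and 874 in the GV3h and MII interactions, with 25 list genes at MII, and the MII ERCC ratio difference was 0.37 (exact paired permutation p 0.00781). The same oocytes without the block gave 3530, 2083, 799 and 1024 genes and 61 and 30 list genes at GV3h and MII. Control groups hold only these numbers, so the rise to 2083 in control GV3h against GV came with fitting those groups alone, and at MII that form of fit gave 4336 before any oocyte was left out. The Map4 interaction at GV3h reversed in them (0.26). DESeq2 gave 545 genes for the GV3h interaction, and the sum of oocytes 15 and 16 gave 235.

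The GV3h knockout difference of the ERCC ratio was -0.30 with ERCC size factors (p 0.00258), the control GV3h difference 0.34 (p 0.00249) and the p20 Dis3 cKO difference -0.31 (p 0.0514). At MII the difference of medians was 0.23 (p 0.0130). Leaving out 1 library at a time gave 0.16 to 0.32 at MII (24 fits), where the call changed without Dis3 cKO oocyte 15, and 0.16 to 0.29 in control GV3h against GV (16 fits), where it changed without GV3h control 3 or GV control 6. In p20 dcKO the range was -0.31 to -0.16 (16 fits), and the call changed without library 2_1 or 2_4. Without the most abundant lncRNA gene the lncRNA share differed by 0.27 at MII (p 1e-06), 0.10 in Exosc10 cKO (p 0.0289) and -0.017 in dcKO (p 0.4934). No call changed among the other ratio and lncRNA results when 1 library was left out, although the p20 Dis3 cKO ratio difference ranged from -0.38 to -0.22 (-0.22 without library 1_4) and that of Exosc10 cKO from -0.13 to 0.067 (0.067 without library 2_4). The lncRNA share difference ranged from 0.033 to 0.084 in Exosc10 cKO and from 0.0063 to 0.074 at MII, where neither passed the threshold in any fit.

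With the same number of top peaks, which removes differences in peak number by construction, log2 ratios of covered length were 0.14 for adult H3K27me3, -0.20 for p20 dcKO H3K27me3 (reversed), 0.36 for Pol II Dis3 cKO and -0.38 for control Pol II, adult against p20. Peaks above the median score gave -0.078 for p20 dcKO H3K27me3 (reversed) and 0.55 and -0.71 for the Pol II pair. A common signal floor gave -0.85 for control Pol II. Leaving out 1 library gave 0.58 to 1.26 and 0.40 to 0.52 for H3K27me3 in adults and p20, -0.89 to -0.21 for H3K27me3 controls between ages (-0.89 without adult control 2), and 1.00 to 1.80 and -1.55 to -1.15 for Pol II. With 3 libraries per group none of these comparisons could pass 0.05. A minimum overlap of 50% lowers the shared percentage by construction, to 36.8 and 27.8 in H3K27me3 p20 controls and adult Dis3 cKO, 25.3 in dcKO, and 10.7 and 18.2 in adult and p20 Pol II controls. With separate controls the p20 correlations were 0.19, 0.27 and 0.40.

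The 311 results on named genes had 3181 values under alternatives: 2618 the same, 545 weaker, 4 stronger and 14 reversed. Most weaker ones came with the minimum log2 change (190), tag sums (84 of 154), ERCC scaling (67) and sums over 4 title numbers (52 of 157). Planned comparisons of divergent lncRNAs and of promoter peaks with RNA were not run, since the genome build of the peaks and the strand of counting are not stated.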

Other observations

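All tests of explanations in this part were chosen after the results were seen.

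For each of the 15 comparisons, 1 of 21 splits of the libraries, the real one, gave as many changed genes. The largest count among the 20 random splits was 4027 for control MII against GV, 3950 for dcKO against Exosc10 cKO, 1762 for Dis3 cKO MII against GV, 769 for MII and 287 for p20 Exosc10 cKO, and at most 97 in the other comparisons. Regroupings along the title tags gave 72 and 40 genes in adult RiboMinus and at most 68 in the p20 comparisons. Inside groups, the first 4 libraries were set against the second 4. In 8 of the 12 groups 1 of 35 splits, the real one, gave as many genes, with 1981 genes in adult RiboMinus Dis3 cKO, 1193 in dcKO and 804 in GV Dis3 cKO. In GV control, GV3h Dis3 cKO, MII control and p20 Dis3 cKO 0 genes passed, so 35 of 35 splits did as well, and 456, 803, 1583 and 300 had an unadjusted p under 0.05. In those 8 groups the libraries thus fell into sets that follow the titles. Some of the other groups may follow them in another way: libraries with neighbouring numbers were more alike than others in GV3h Dis3 cKO (mean correlation 0.17 against -0.098, permutation p 0.00057, adjusted p 0.00171 over 6 groups) and MII control (0.027 against -0.20, permutation p 0.00268, adjusted p 0.00402), though not detectably in GV control (permutation p 0.208), and 3 of 3 and 1 of 1 on-or-off genes of the former groups switched once along the numbers. The neighbour test did not cover p20 Dis3 cKO. There the split along the title tags gave 0 genes and the largest of the other splits 204, which goes against sets that follow the tags. The splits were extended from 20 to 35 after the first were seen.

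Some genes were on (at least 20 CPM) in some libraries of a group and off (at most 3 CPM) in the rest. In RiboMinus data 13 of 14 such cases followed the title tags (0.371 expected by chance), and in poly(A) data 12 of 24 had a single switch along the title numbers (0.379 expected). The smallest count due in an off library was 242 and 175, which argues against depth. Both assays shared 4 such genes where 0.0111 would be shared by chance. Of 8 genes on in a whole p20 group and off in another, 2 (BC023719 and Mt1) also varied inside a group (0.0152 expected). Sets of oocytes from different animals with different variants are a candidate explanation, and for genes such as Mt1 and Tmem175 a difference between groups may then come from animals and not from the knockout. No genotypes of animals were analysed here.

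Dis3 differed between the title tags of RiboMinus controls: 19.8 ± 0.815 against 10.0 ± 1.51 CPM in adults (ratio 0.502) and 17.1 ± 1.40 against 9.15 ± 2.12 CPM at p20 (ratio 0.5261), each with an exact permutation p of 0.0286, the smallest 4 against 4 can give (adjusted p 0.0571 over 4 tests). Exosc10 ratios were 1.01 and 1.03. A single functional Dis3 allele in 1 control animal is a candidate explanation that cannot be told apart from other differences between animals, since the tags are few.

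GV3h Dis3 cKO oocytes 15 and 16 were alike, with a chi-square per gene of 2.67 where the next pair had 8.22 and the median pair 25.1. One library held in 2 columns would give a value near 1, and 2.67 argues against that. Their ERCC chi-square of 9.46 was near the median of 8.39, so 1 oocyte prepared in 2 lysates cannot be told apart from a pair of similar oocytes, and both were kept.

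The mitochondrial share of counts rose in GV Dis3 cKO from 0.267 ± 0.047% to 0.662 ± 0.293%, at GV3h 1.57-fold and in adult RiboMinus from 1.02% to 2.21%. The share did not pass the threshold at MII (1.20-fold, exact permutation p 0.317) or in p20 Dis3 cKO (0.976-fold, exact permutation p 0.856). At p20 mitochondrial counts per ERCC count were 0.769-fold (exact permutation p 0.0651, adjusted p 0.118), and the adult and p20 effects on them differed by 0.77 on the log2 scale (permutation p 0.00144, outside the adjusted family). A loss of other transcripts alone would leave mitochondrial counts per ERCC count unchanged, but in GV and adult RiboMinus Dis3 cKO these were 1.80-fold (exact permutation p 0.000133, adjusted p 0.000635 over 49 tests) and 1.31-fold (exact permutation p 0.00653, adjusted p 0.0168) the control level. They also rose at GV3h (1.38-fold, exact permutation p 0.00561, adjusted p 0.0153) and at MII (1.37-fold, exact permutation p 0.00884, adjusted p 0.0206). A gain of mitochondrial transcripts may add to it in these 4 comparisons, and its source was not tested.

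In adult Pol II lists, a common signal floor gave a log2 ratio of 0.74 between Dis3 cKO and control, within the spread of 3 libraries, so the lists' thresholds cannot be told apart from a difference in occupancy. Between control ages the ratio above the floor was -0.85, which argues against thresholds as the whole source. For H3K27me3 at p20, peaks above 1 median signal for all lists numbered 109025 in dcKO and 98781 in controls, of 274295 and 155749 in all, and their covered length differed by -0.078. More low-scoring peaks may therefore account for the longer covered length in dcKO, if signals compare between lists. In adults the same filter gave 0.56 (105.5 ± 10.3 against 71.6 ± 13.5 Mb, exact permutation p 0.1, the smallest possible), which argues against low-scoring peaks as the whole source, under the same condition. With the same number of top peaks, which removes differences in peak number by construction, the adult ratio was 0.14 (exact permutation p 0.6). H3K27me3 peaks of at least 5 kb numbered 932 ± 166 in p20 controls and 41.3 ± 23.5 in dcKO (exact permutation p 0.1, the smallest possible). In adults they numbered 143, 1533 and 146 in controls 1 to 3 and 137, 48 and 42 in Dis3 cKO (exact permutation p 0.1). The widest peak measured 80.7 ± 11.2 kb in adult controls and 10.7 ± 1.51 kb in adult Dis3 cKO.

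H3K27me3 adult control 2 had 11.2% of its covered length on the X chromosome, against 2.75% to 4.10% in the other 11 lists. A longer peak list would not shift the share so far. It had the most covered length in 83 of 168 X windows of 1 Mb (49.4%, chance 8.33%) and in 293 of 2413 autosome windows (12.1%). Cells with an inactive X chromosome, such as somatic cells around the oocyte, are a candidate explanation, and RNA of this pool was not measured.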
